A study of Mus musculus with 12 samples. Its data were reported in "Microbiome Influences Prenatal and Adult Microglia in a Sex-Specific Manner" (2018).

How the data were processed

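RNA sequencing was performed by the authors on microglia, the resident macrophages of the brain, sorted by flow cytometry from adult C57BL/6 mice aged 2 months. Mice were kept specific-pathogen-free (SPF), and the treated mice (ABX) received ampicillin (1 mg/ml), streptomycin (5 mg/ml), colistin (1 mg/ml) and amphotericin (0.1 mg/ml) in the drinking water for 1 week, from 7 to 8 weeks of age. Each of the 12 libraries came from microglia pooled from 3 brains. The labels gave 4 groups of 3 libraries each, SPF females, ABX females, SPF males and ABX males, and every library was assigned from its own title.

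The authors made cDNA from low amounts of RNA with a template-switching kit, prepared libraries by transposase tagmentation, aligned short reads to the mouse genome (build mm10) with STAR and counted them per gene with featureCounts on the GENCODE annotation of that build. The deposited values were raw read counts per gene, whole numbers without normalization, for 47643 genes, of which 126 symbols occurred more than once. Whether counting used the strand was not stated, so genes whose exons overlap another gene were treated as uncertain. The per-gene exon length in the deposited table, a value of another kind, was used only for the length correction. Total counts per library were between 16303485 and 23088364 (median 19925087). At the smallest total, 25 CPM (counts scaled to an equal library total) corresponded to 407.6 counts. Intervals and floors derived from counts cover counting error only, because PCR reads without molecular identifiers are not independent molecules. A count of 3 was taken as the floor under which a gene was not regarded as detected.

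Differential expression was tested with edgeR (version 4.0.16, R 4.3.3). Genes were filtered with filterByExpr by group, which left 15027 genes, counts were normalized by TMM, and all 12 libraries were fitted in 1 model with a mean for each of the 4 groups. The quasi-likelihood F test was applied to ABX against SPF in females, in males and over both sexes (the mean of the effects in each sex), to females against males within SPF and within ABX, and to the sex by treatment interaction. The test is two-sided. A differentially expressed gene (DEG) had a Benjamini-Hochberg adjusted p under 0.05, a fold change over 1.5 and a mean of at least 25 CPM over the libraries compared, the thresholds that the methods of the study name. The common biological coefficient of variation was 0.181 and the prior degrees of freedom were 7.88. The groups, tests, gene lists, thresholds and most alternatives were fixed before the data were examined.

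The rule for naming genes was also fixed then. It covered, in each comparison, the 5 DEGs with the largest increase and the 5 with the largest decrease among those whose replicates did not overlap between the groups, 5 genes that check the sex of the libraries (Xist and 4 genes on the Y chromosome), 8 genes the study named for the antibiotic response, and genes it named for sex differences, of which 11 could be tested. Ifnb1 was not tested, since its highest count in any library was 6. Genes named outside this rule are said to have been chosen after their values were seen.

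The test was checked on simulated counts drawn from the means and library sizes of the real genes, with 200 of 15027 genes changed in ABX males. Of 184 genes called in males, 181 had been changed and 3 had not, with 86% recovered at a log2 change of 2 and 95% at a log2 change of 1. These shares depend on the CPM minimum as well as on the test. A simulated decrease lowered the mean CPM, more so at a log2 change of 2. No gene was called in females, where nothing had been changed. With the same changes put in ABX females, 188 genes were called there, 180 of them changed and 8 not.

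Separation of the libraries was measured as the share of the summed squared distances of log2 CPM (prior count 1, genes of at least 25 mean CPM) explained by treatment or by sex, with an exact one-sided permutation of the labels within the other factor (400 arrangements). The correlation of antibiotic effects between the sexes was computed across genes on the same values with an exact two-sided permutation. In all, 17 gene lists written from general knowledge after reading the study were examined: glucocorticoid-responsive, immediate-early, heat shock, inflammatory cytokine, interferon response, circadian clock, microglia identity, choroid plexus, neuron, astrocyte, oligodendrocyte, endothelial, mural, brain border macrophage, monocyte and neutrophil, lymphocyte, and erythroid genes. Each library received a score per list, the mean deviation of its genes in log2 CPM, which was compared by an exact two-sided permutation within sex. The scores, and their exact tests, were added after the main gene tables had been seen. The lists were also tested with camera (limma 3.58.1) at an inter-gene correlation of 0.01 in 5 comparisons. The lymphocyte list had only 2 tested genes and was left out of camera, so that 16 lists gave 80 tests, adjusted together.

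Replicate numbers were checked for pairing with the deviations of each library from its group mean. Between ABX females and ABX males, libraries of the same number deviated together (r across genes 0.448, 0.316 and 0.348), and this matching ranked 1 of 6, with the next at a mean r of 0.208. The pairing comes from these deviations alone, since the labels do not describe a shared batch. Between the other groups, libraries of the same number had r between -0.146 and 0.16. No replicates of a group were copies of each other: the chi-square per degree of freedom between them was between 9.21 and 35.6.

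Alternatives were RLE size factors, no filter on low counts, testing only genes of at least 25 mean CPM, the replicate number as a block, DESeq2 (version 1.42.0), the edgeR exact test, a fit of the compared groups only, glmTreat against a fold change of 1.5, other CPM and fold change minimums, an additive model with sex as a covariate, and leaving out each library in turn. An offset for gene length and GC content, and limma voom with sample quality weights, were chosen after seeing the data. No library or column of counts was left out of the main fits. The libraries were numbered with all SPF libraries before all ABX libraries, and batches are not given in the labels, so the order of preparation and the treatment cannot be told apart. Figures were drawn with matplotlib 3.10.9.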

Results

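To ask how a short loss of the microbiota affects microglia of each sex, expression was measured in 12 libraries of sorted adult microglia, 3 each from SPF females, ABX females, SPF males and ABX males. Each library held between 16303485 and 23088364 counts, and 15027 genes were tested. Values below are CPM as mean ± SD over 3 libraries per group unless stated otherwise, and coordinates refer to the mm10 build. Genes are given as whole annotated loci, since counts were summed over all exons of a gene.

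The sex of every library was examined first. Xist (chromosome X, 103460375 to 103483217) was at 364.7 ± 35 CPM in SPF females and 363.1 ± 35.3 CPM in ABX females, and its exons overlap those of Tsix and 4 small annotated genes. In SPF males it had at most 1 count, so that SPF females were at least 2499-fold higher. Among ABX males, replicate 3 held 8 Xist counts. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were at least 1117-fold, 714-fold, 267-fold and 419-fold higher in SPF males than in SPF females. In the ABX groups the bounds were 624-fold for Eif2s3y, 235-fold for Kdm5d and 390.2-fold for Uty, while 9 Ddx3y counts appeared in ABX female replicate 1 against 147.7 ± 29.2 CPM in ABX males.

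Libraries separated by treatment in a permutation test, whereas clustering that kept the sex-check genes divided them first by sex. Treatment explained 14.7% of the summed squared distances, more than in any other arrangement of the treatment labels except its mirror image (exact permutation within sex, one-sided p = 0.005, median of arrangements 5.36%). Leaving out 1 library at a time gave between 13.1% and 18.3%, with exact p up to 0.015. Sex explained 10.6% without the sex-check genes, which did not exceed the permuted spread (exact one-sided p = 0.095), although a replicate block brought it to 13% with an exact p of 0.045. Without the sex-check genes, the first principal component carried 31.2% of the variance. It set ABX female replicate 1 apart, at -23.2 against values between -3.54 and 10.7 in the other libraries. The second component carried 26.3%. When the libraries were clustered with the sex-check genes kept and cut into 2, all females fell in 1 cluster and all males in the other. Cut into 4, the males parted by treatment, ABX female replicate 1 stood alone and the other females stayed together. The clustering was not repeated without the sex-check genes, so the division by sex may rest on them.

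In females, 5 genes passed the thresholds for ABX against SPF by edgeR's quasi-likelihood test, 2 higher and 3 lower, and 1132 genes had an unadjusted p under 0.05 where chance gives 751.4. Ddit4 (chromosome 10, 59949675 to 59951770) decreased from 58.1 ± 12.4 CPM to 3.9 ± 0.672 CPM, a log2 fold change of -3.88 ± 0.49 (SE, adjusted p = 0.00525). Tsc22d3 (chromosome X, 140539528 to 140600659) decreased from 483.5 ± 31.2 CPM to 129.5 ± 7.96 CPM (log2 fold change -1.90 ± 0.21, adjusted p = 0.00219). Tagap (chromosome 17, 7926000 to 7934897), whose exons overlap E430024P14Rik, changed by -1.05 ± 0.16 on the log2 scale (adjusted p = 0.0334). Fzd7 (chromosome 1, 59482424 to 59486955) increased from 17.7 ± 3.91 CPM to 50.2 ± 2.74 CPM (log2 fold change 1.51 ± 0.25, adjusted p = 0.0407), and Rin2 (chromosome 2, 145784734 to 145887616) from 307.7 ± 28.7 CPM to 579.7 ± 9.49 CPM (log2 fold change 0.91 ± 0.15, adjusted p = 0.0407). All 5 had no overlap between the replicates of the groups, which 11.6% of all tested genes also showed, where chance gives 10% for 3 against 3. The number of female DEGs moved most without a filter on low counts, to 58, in a fit that gave every gene the same quasi-likelihood spread. The number was 1 without ABX female replicate 1, 2 or 3, and 18 without SPF male replicate 1, which enters through the shared estimate of the spread. Tsc22d3 passed in all 17 alternatives recomputed for single genes, whereas Ddit4 lost its call without each ABX female library in turn, with adjusted p up to 0.0829. Voom with sample quality weights, which is outside these 17, called 0 genes in females.

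**Figure D1:**
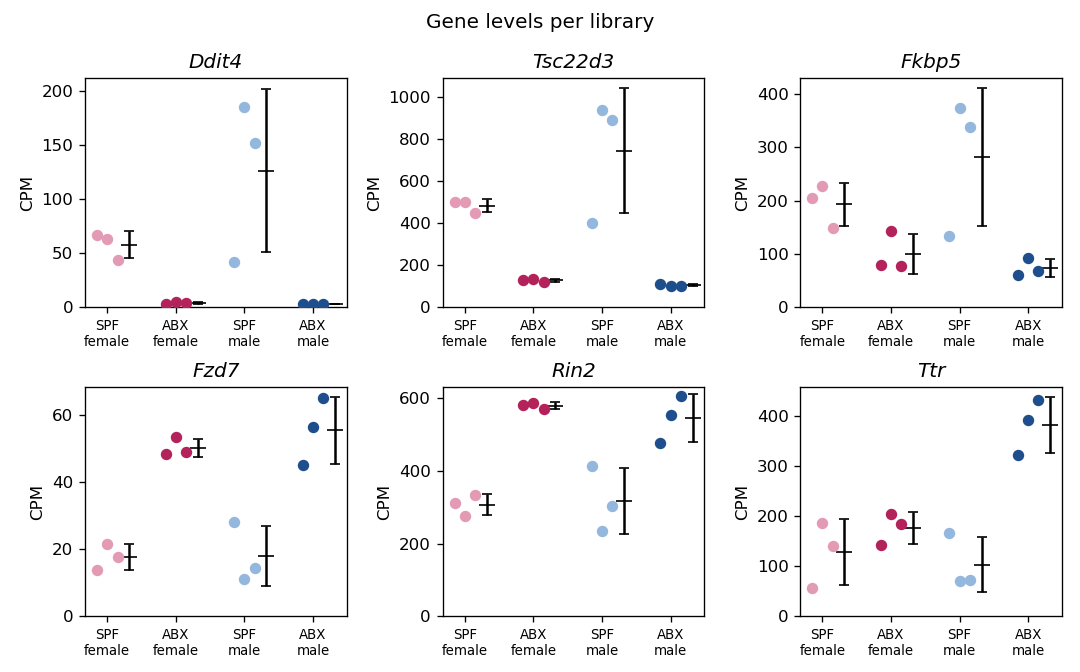
CPM (vertical axes) of Ddit4, Tsc22d3, Fkbp5, Fzd7, Rin2 and Ttr in each of the 12 libraries, with points for libraries in order of replicate and bars for the mean ± SD of 3 libraries per group. Ddit4 was near 3.9 CPM in ABX females and 3.33 CPM in ABX males, below every SPF library, and Ttr was highest in the 3 ABX male libraries.

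In males, 61 DEGs were found, 30 higher and 31 lower in ABX, and 1699 genes had an unadjusted p under 0.05. All 61 had no overlap between replicates (16.6% of tested genes). Ddit4 decreased from 126.6 ± 75.4 CPM to 3.33 ± 0.207 CPM (log2 fold change -5.24 ± 0.49, adjusted p = 7.79e-05) and Tsc22d3 from 744.9 ± 297.2 CPM to 105.5 ± 4.02 CPM (log2 fold change -2.82 ± 0.22, adjusted p = 1.34e-05). Both SPF means had a wide spread because SPF male replicate 1 lay near the SPF females, with 950 Ddit4 counts against 3573 and 3041 in the other SPF males. Fkbp5 (chromosome 17, 28399095 to 28517524), Gm43813 (chromosome 5, 123406487 to 123411864) and Adrb1 (chromosome 19, 56722372 to 56724862) followed among the decreases, with log2 fold changes of -1.93 ± 0.32, -1.91 ± 0.20 and -1.76 ± 0.29. The largest increases were in Enpp2 (chromosome 15, 54838898 to 54920146; 1.90 ± 0.35), Ttr (chromosome 18, 20665250 to 20674324; 1.88 ± 0.35), Adamts1 (chromosome 16, 85793827 to 85803113; 1.87 ± 0.32), Ier3 (chromosome 17, 35821684 to 35822923; 1.66 ± 0.35) and Fzd7 (1.61 ± 0.24). Ttr, whose exons overlap Gm16090, and Enpp2 moved together with 16 other genes of the choroid plexus, as given with the gene lists below. The number of male DEGs rested on single libraries: it was 6 without ABX male replicate 3, 8 without SPF male replicate 3, 14 without SPF male replicate 2, 26 without ABX male replicate 2 and 97 without ABX male replicate 1.

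The lists of the sexes were then compared. All 5 female DEGs were also male DEGs with the same sign, against 0.0473 shared genes given by chance over 6449 genes (Fisher's exact test, two-sided p = 6.41e-11, across genes, which are not independent). Thus 56 DEGs were called in males only and 0 in females only. Of these 56 genes, 56 changed with the same sign in females (100%), and 48 had an unadjusted p under 0.05 there. Their median size of change was 0.88 on the log2 scale in males and 0.56 in the same direction in females. The selection alone can give such a gap, because these genes had to pass in males and fail in females. When the female treatment labels were rearranged, 1 of 20 arrangements reached this share of equal signs, the real one, with the next at 92.9% (exact p = 0.05, one-sided, the smallest possible). The interaction test, which asks whether the antibiotic effect itself differs between the sexes, called 0 genes (smallest adjusted p = 0.999), and 594 genes had an unadjusted p under 0.05 where chance gives 751.4. It called 1 gene, Tsc22d3, without SPF male replicate 1, and 22 genes without a filter on low counts, where every gene received the same quasi-likelihood spread. Among the 56 genes, 12 had an unadjusted interaction p under 0.05, a number that the same selection can raise, and 0 passed over all genes. Antibiotic effects correlated across 6325 genes between the sexes (Pearson r = 0.576, exact permutation p = 0.01), but rank correlation did not pass (Spearman rho = 0.359, exact permutation p = 0.12). Genes are not independent replicates, and the sexes have separate control libraries.

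**Figure D2:**
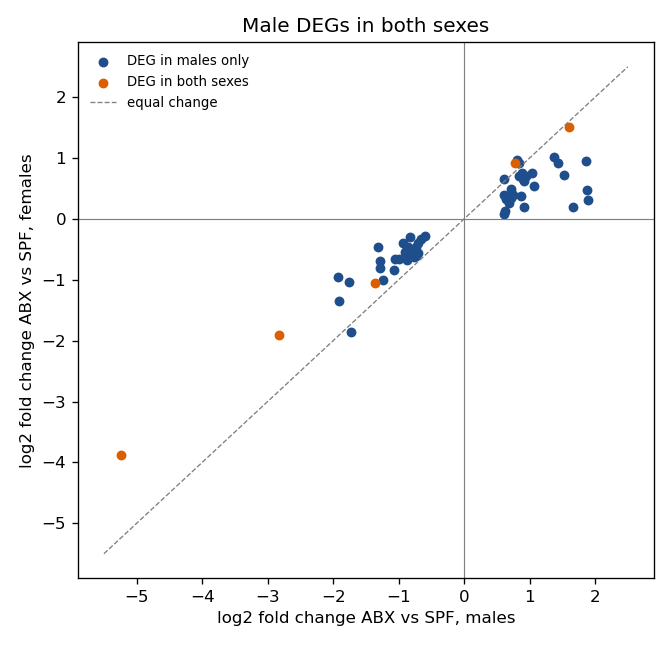
Log2 fold change of ABX against SPF in males (horizontal axis) and females (vertical axis) for the 61 male DEGs, with each point a gene and the dashed line marking equal change. All 61 lie in the quadrants of equal sign, and the 56 genes called in males only mostly changed less in females. These 56 were selected by passing in males and failing in females, which alone can give smaller changes in females.

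With the edgeR exact test on the compared groups, 43 genes were called in females and 94 in males, of which 31 were shared. Of 63 genes then called in males only, 62 had the same sign in females, and all 12 called in females only had the same sign in males. None of these passed the interaction test over all genes (0 genes; unadjusted p under 0.05 in 12 and 1 of them).

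**Figure D3:**
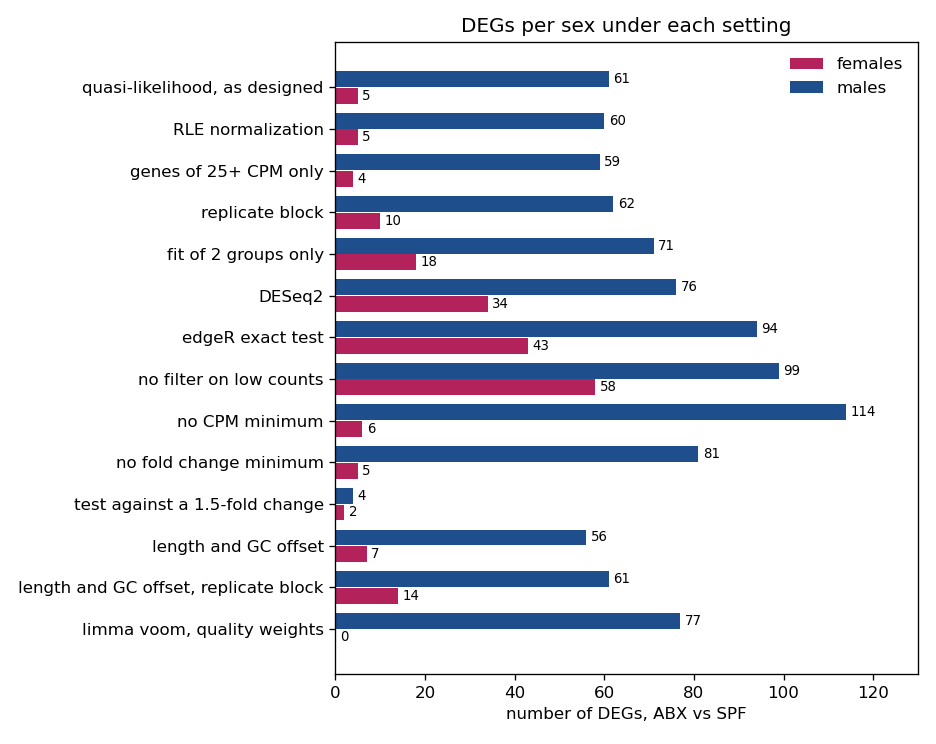
Number of DEGs for ABX against SPF (horizontal axis) in females and males under each setting except the fits that left out 1 library. In the settings drawn, the female number lay between 0 and 58, the male number between 4 and 114, and males had more DEGs than females, whereas without ABX male replicate 3 both sexes had 6.

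Over both sexes, 63 genes passed for ABX against SPF, 30 higher and 33 lower, and 289 passed by adjusted p alone. Of the 289, 84 were excluded by the CPM minimum only, 125 by the fold change only and 17 by both. Replicates of all 6 ABX and all 6 SPF libraries did not overlap for 40 of the 63 genes (1.74% of tested genes). Ddit4 (log2 fold change -4.56 ± 0.35, adjusted p = 4.24e-06) and Tsc22d3 (-2.36 ± 0.15, adjusted p = 8.76e-07) had the lowest values. Among these 40 genes they were followed by Per1 (chromosome 11, 69095217 to 69109960; -1.79 ± 0.24), Gm43813 (-1.63 ± 0.14) and Adrb1 (-1.40 ± 0.21), and the largest increases among the 40 were those of Fzd7 (1.56 ± 0.17), G530011O06Rik (chromosome X, 169975043 to 169978917, with exons overlapping Mid1; 1.19 ± 0.16), Tmx4 (chromosome 2, 134594185 to 134644145; 0.89 ± 0.12), Gadd45g (chromosome 13, 51846678 to 51848468; 0.88 ± 0.13) and Rin2 (0.85 ± 0.11). Larger changes than some of these were fitted for DEGs whose replicates overlapped, among them, chosen after their values were seen, Adamts1 (1.41 ± 0.23), Ttr (1.18 ± 0.24), Enpp2 (1.10 ± 0.24) and Fkbp5 (-1.44 ± 0.22). Gm43813 and Per1 lay close to the CPM minimum (25 and 25.3 CPM) and lost their calls in 5 and 4 of the leave-one-out fits, while their adjusted p was at most 0.000173 and 0.00511 in those fits. Leaving out 1 library gave between 43 and 81 DEGs in this comparison.

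Females and males were compared within each treatment. In SPF mice, 4 genes passed (Xist, Ddx3y, Eif2s3y and Uty), 0 of them autosomal, and 669 genes had an unadjusted p under 0.05 where chance gives 751.4. In ABX mice, 1095 genes had an unadjusted p under 0.05, above the 751.4 given by chance, and 5 genes passed. These were the same 4 and Gpx1 (chromosome 9, 108338903 to 108340343), which was at 364.6 ± 60 CPM in ABX females and 228.7 ± 17.1 CPM in ABX males (log2 fold change 0.67 ± 0.10, adjusted p = 0.0146). Gpx1 lost its call without ABX female replicate 1 and without ABX male replicate 2 or 3. It was also not called by glmTreat against a 1.5-fold change, or in the fit of only the compared groups, where Enpp2 and Ttr passed. In SPF mice Gpx1 did not pass, although females (322 to 342.6 CPM) lay above males (229.7 to 251.4 CPM). Kdm5d passed by adjusted p in both comparisons but lay under 25 CPM on average. The SPF comparison gave 12 genes with the exact test.

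Of the 8 genes the study named for the antibiotic response, 2 were DEGs in females, 2 in males and 3 over both sexes (Ddit4, Tsc22d3 and Nfkbia). Adjusted over the list alone, 4, 7 and 7 passed, which is not independent evidence because the study chose them on these libraries. Nfkbia (chromosome 12, 55489411 to 55492647) changed by -0.98 ± 0.23 on the log2 scale in females (adjusted p = 0.143) and decreased from 330.6 ± 91.4 CPM to 164.8 ± 19.8 CPM in males (adjusted p = 0.0529; from 0.00942 to 0.231 when 1 library was left out). In males, log2 fold changes were 0.79 ± 0.19 for Junb (adjusted p = 0.0738, from 0.0263 to 0.315 when 1 library was left out), 0.91 ± 0.30 for Egr1 (adjusted p = 0.202), 0.94 ± 0.32 for Ccrl2 (adjusted p = 0.232) and 0.47 ± 0.20 for Ier2 (adjusted p = 0.387). With the replicate block, Nfkbia (adjusted p = 0.0152) and Junb (adjusted p = 0.04) were also DEGs in males, as they were without a filter on low counts. Without that filter Egr1 and Ccrl2 were DEGs in males too, and Nfkbia in females. That fit gave every gene the same quasi-likelihood spread, so its calls do not weigh how much each gene varied. Ccrl2 was also called in males without SPF female replicate 2 (edgeR's quasi-likelihood test, adjusted p = 0.0131). In females Junb, Egr1, Ccrl2 and Ier2 changed by 0.05 ± 0.19, 0.26 ± 0.29, 0.22 ± 0.31 and -0.09 ± 0.20, all within the spread between replicates, and all 4 reversed sign when 1 or more of the female libraries was left out. Myc changed by 0.65 ± 0.15 in females (adjusted p = 0.138) and by 0.10 ± 0.15 in males. With DESeq2, and without a filter on low counts, Myc was a DEG in females. In the fit of all libraries, no gene of the 8 passed the interaction test, over all genes or adjusted over the list alone, with 3 at an unadjusted p under 0.05, for Junb (0.0148), Myc (0.02) and Tsc22d3 (0.00682). Without SPF male replicate 1, Tsc22d3 passed over all genes, with an interaction of -1.22 ± 0.12 on the log2 scale (edgeR's quasi-likelihood test, adjusted p = 0.000807) against -0.92 ± 0.30 with all libraries. Its adjusted p was 0.805 or more in each fit that left out another library. Without a filter on low counts, 5 of the 8 passed over all genes and 7 adjusted over the list alone. With the shared spread of that fit, the SE of the Junb interaction was 0.087 against 0.27 in the main fit. Adjusted over the list alone, 4 passed without SPF female replicate 1 and without ABX female replicate 3, the most in any fit that left out 1 library, and 2 passed with the replicate block.

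Of the 11 genes tested among those the study named for sex differences, 0 passed between SPF females and SPF males, over all genes or adjusted over the list alone. The study itself states that its controls for ABX mice differed less by sex than its controls for germ-free mice. Unadjusted p was under 0.05 for Ccrl2 (0.0261) and Ccl2 (0.0338), which were 0.80 ± 0.33 and 0.57 ± 0.24 higher in females on the log2 scale. Both were highest in SPF female replicate 2, at 125.8 and 47.5 CPM. Ccrl2 was at 38.9 and 44.8 CPM in the other SPF females and 31.2 to 44.9 CPM in SPF males. Ccl2 was at 22.3 and 25.7 CPM in the other SPF females and 15.8 to 24.1 CPM in SPF males. In this list, 7 genes were higher and 4 lower in females. S100a8, S100a9, Ifit1 and Cxcl10 were at 9.07 CPM or less in all 4 group means. For ABX against SPF, 1 gene of the list passed in males, over all genes and adjusted over the list alone, and 0 in females over all genes, where 1 passed adjusted over the list alone. That gene was Ccnd3 (chromosome 17, 47505051 to 47599691, with exons overlapping Bysl), which changed by -1.24 ± 0.19 in males (adjusted p = 0.00616) and -1.01 ± 0.19 in females (adjusted p = 0.0925).

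Gene lists were compared by the mean log2 change of their genes over both sexes, with adjusted p over the 17 lists. Glucocorticoid-responsive genes, which are induced when steroid hormones bind their receptor, changed by -0.83 (exact permutation p = 0.015, adjusted 0.051), with 5 of 6 ABX libraries outside the SPF range of their sex. Of the 20 genes of this list, 10 had at least 25 CPM and 3 were named by the study from these libraries. Other lists, those of the genes the study named included, held 6 of them. Without those 3 genes the list changed by -0.48 and its exact permutation p was 0.06. Immediate-early genes changed by 0.59 (exact permutation p = 0.015, adjusted 0.051; 4 of 6 libraries), and by 0.62 without the 3 genes the study named (exact permutation p = 0.015). Microglia identity genes changed by only 0.06 but in 6 of 6 libraries (exact permutation p = 0.005, the smallest the 400 arrangements give, adjusted 0.0425). The inflammatory cytokine list changed by 0.30 (exact permutation p = 0.095), and by 0.37 without the 4 genes the study named (exact permutation p = 0.045). Heat shock genes changed by -0.30 (exact permutation p = 0.17), interferon response by -0.09 (0.225) and circadian clock by -0.10 (0.63). At least 25 CPM was reached by 17 of 21 immediate-early, 16 of 16 microglia identity, 14 of 20 cytokine, 10 of 11 heat shock, 6 of 22 interferon and 6 of 19 clock genes. The study had named 4 of the cytokine genes, 5 of the interferon genes and 1 identity gene. Without them the interferon list changed by -0.09 (exact permutation p = 0.195) and the identity list by 0.05 (0.005). Other lists held 5 immediate-early, 5 cytokine, 5 interferon, 1 identity and 1 clock gene, with the lists of genes the study named counted among them.

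Lists for other cells were also scored. Brain border macrophage genes changed by -0.79 (exact permutation p = 0.005, adjusted 0.0425; 6 of 6 libraries). Without ABX female replicate 1, which scored -2.23, the change was -0.43, and without SPF female replicate 2 the exact permutation p rose to 0.065. Neuron genes changed by -0.80 (exact permutation p = 0.01, adjusted 0.051; 5 of 6 libraries), with 0 of 14 genes at 25 CPM. Choroid plexus genes changed by 0.98 (exact permutation p = 0.04, adjusted 0.0971; 4 of 6 libraries), by 1.58 in males and 0.38 in females, with 2 of 18 genes at 25 CPM. This list was written after reading the study, whose supplement lists Ttr and Enpp2, and its score keeps both genes. It is therefore not independent evidence. The summed CPM of the 16 choroid plexus genes other than Ttr and Enpp2 followed Ttr across the 12 libraries (Pearson r = 0.962, Spearman rho = 0.951, permutation p = 0.0001 for both, the smallest the resamples give), and r was 0.939 without the libraries farthest from the median. Lymphocyte genes, of which 2 were tested, changed by 0.23 (exact permutation p = 0.02, adjusted 0.0567). The other lists gave -0.28 for oligodendrocytes (exact permutation p = 0.06), 0.07 for astrocytes (0.74), -0.21 for endothelial cells (0.32), -0.06 for mural cells (0.845), -0.79 for monocytes and neutrophils (0.42) and -0.66 for erythroid cells (0.145). Of their genes, 4 of 12 oligodendrocyte, 1 of 14 astrocyte, 3 of 12 endothelial, 0 of 10 mural, 1 of 12 monocyte and neutrophil, and 2 of 7 erythroid genes had at least 25 CPM, as had 3 of 11 border macrophage and 2 of 12 lymphocyte genes. Other lists held 3 monocyte and neutrophil genes, 2 of them named by the study (-0.59 without these 2, exact permutation p = 0.46), and 0 genes of the other lists for cells outside the microglia. Several changes depended on ABX female replicate 1. Without it they were -0.005 for monocytes and neutrophils, -0.36 for erythroid, -0.05 for endothelial and 0.11 for mural cells. Astrocytes were then at 0.20 and oligodendrocytes at -0.30. In females, monocyte and neutrophil scores changed by -0.29, whereas the mean of the fitted changes of these genes was 0.76.

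**Figure D4:**
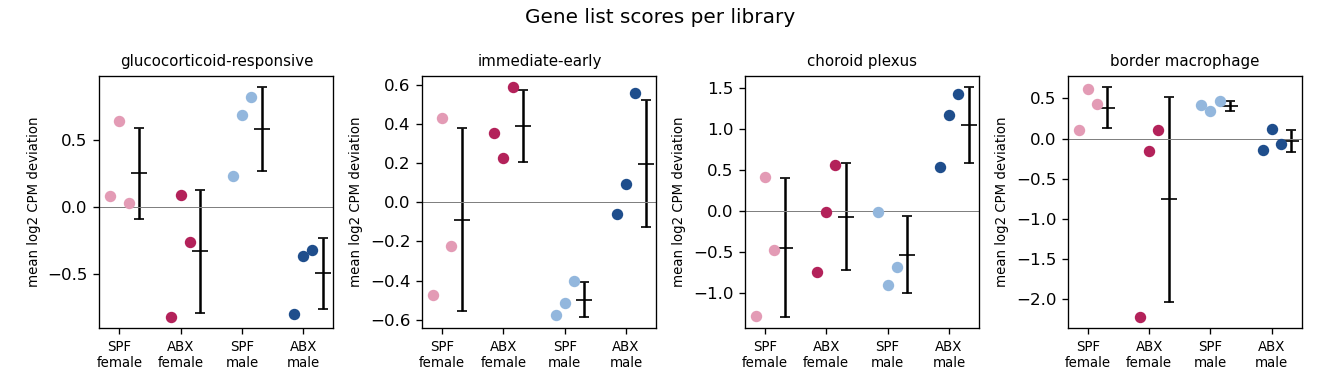
Score of each library (mean deviation of the genes of a list, log2 CPM, vertical axes) for 4 gene lists, with points for libraries and bars for the mean ± SD of 3 libraries per group. ABX female replicate 1 lies at -2.23 for border macrophage genes, and the ABX males are the highest group for choroid plexus genes.

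With camera, which presets the correlation between genes, 39 of 80 tests of lists passed at an adjusted p under 0.05. With the correlation estimated from the data, 0 passed, with 15 at an unadjusted p under 0.05. By fry, 4 of the 39 held: glucocorticoid-responsive genes in males (adjusted p = 0.0268) and over both sexes (adjusted p = 0.0195), neuron genes over both sexes (adjusted p = 0.022) and microglia identity genes in males (adjusted p = 0.013).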

Values the study reported

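In adult mice treated with antibiotics, the study reported 92 genes differentially expressed against SPF controls in male microglia and 40 in female microglia. It counted 63 of these genes as specific to males, 11 as specific to females and 29 as common to both sexes.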

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

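All tests of explanations in this part, and the exact permutations of list scores, were chosen only after the gene tables had been seen. Groups of 3 libraries were too small to test single libraries as outliers.

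Camera called a sex by treatment difference for 8 of the 16 lists. The mean interaction (male minus female change, log2) was -0.52 for glucocorticoid-responsive genes (adjusted p = 0.00107), 0.30 for immediate-early genes (adjusted p = 0.00502), 0.34 for inflammatory cytokines (adjusted p = 0.00107), 1.00 for choroid plexus genes (adjusted p = 1.83e-09), 0.40 for astrocyte genes (adjusted p = 0.0365), 0.37 for border macrophage genes (adjusted p = 0.0025), -2.36 for monocyte and neutrophil genes (adjusted p = 0.00324) and 0.95 for erythroid genes (adjusted p = 4.61e-05). None of the 8 held with an estimated correlation between genes or by fry. Exact permutation of the sex labels on list scores gave p of 0.205, 0.625, 0.29, 0.145, 0.165, 0.57, 0.6 and 0.18 in the same order. Estimated correlations within these lists were between 0.101 and 0.827, far above the preset 0.01, so camera treated as independent genes that rise and fall together from library to library. The calls therefore do not show that the sexes responded differently.

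Leaving out 1 library changed several of these differences. Without ABX female replicate 1, the interaction (male minus female) became 0.0123 for border macrophage genes (camera, adjusted p = 0.982), 0.22 for astrocyte genes (adjusted p = 0.357) and 0.61 for erythroid genes (adjusted p = 0.00528). Without SPF female replicate 2, the immediate-early interaction was -0.0204 (adjusted p = 0.999), the cytokine interaction 0.0402 (adjusted p = 0.517) and the choroid plexus interaction 0.44 (adjusted p = 0.000447). Without ABX female replicate 2, the monocyte and neutrophil interaction was -1.54 (adjusted p = 0.242) and the glucocorticoid-responsive interaction -0.30 (adjusted p = 0.0405). Without ABX female replicate 3, the border macrophage and astrocyte interactions rose to 0.74 each, and the monocyte and neutrophil interaction had an adjusted p of 0.0538. Calls were also lost for immediate-early genes without ABX female replicate 2 (adjusted p = 0.132) or ABX male replicate 3 (0.08, adjusted p = 0.847), and for astrocyte genes without replicate 1 or 2 of the SPF females, SPF male replicate 2 or ABX male replicate 2 (adjusted p from 0.0789 to 0.134). Without SPF female replicate 1 the immediate-early interaction was 0.47. ABX female replicate 1 scored -3.42 for monocyte and neutrophil genes, against 1.71 and 0.81 in the other ABX females. That low score worked against the negative interaction, which was -2.89 without this library (adjusted p = 7.55e-17), and most genes of the list were at low counts (1 of 12 with at least 25 CPM). The same library had the smallest total and the lowest quality weight (0.367), and its genes followed their length with rho = -0.525.

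The choroid plexus list had the clearest single source. Its other 16 genes rose with Ttr and Enpp2 in ABX males (median log2 change 1.34), and within groups their summed CPM still followed Ttr (r of deviations 0.907, Spearman rho 0.839, permutation p = 0.0001 and 0.001). Choroid plexus cells or their RNA in the sorted pools are a candidate source. Ttr reached 322 to 431.5 CPM in ABX males and 56.4 to 203.7 CPM in the other libraries, so some of this signal was present in every pool. A rise of all other cells is argued against, because neuron genes changed by -0.93 in ABX males while choroid plexus genes rose. Astrocyte genes went the other way, by 0.35, with all ABX males above all SPF males. Only 0 of 14 neuron and 1 of 14 astrocyte genes had at least 25 CPM, so a loss of purity limited to some cells stays open. Whether antibiotics changed the amount of choroid plexus material or dissection did so remains open, as do biological differences between the sexes, which were not tested.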

How the results depend on the processing

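The length and GC offset and the voom weights were chosen only after the results were seen. Comparisons that kept their number within 1.5 times are not listed.

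Without a filter on low counts, DEGs numbered 58 in females, 99 in males, 43 shared, 24 between the sexes in SPF, 15 in ABX and 22 in the interaction, 5 of these among the 8 genes the study named for the antibiotic response. That fit had infinite prior degrees of freedom, so every gene received the same quasi-likelihood spread. DESeq2 gave 34 in females and 23 shared. The exact test gave 43 in females, 94 in males, 31 shared and 12 between SPF sexes. A fit of only the compared groups gave 18 in females and 13 shared. Testing against a 1.5-fold change left 2 in females, 4 in males, 6 over both sexes and 2 shared, a stricter hypothesis by construction. With no CPM minimum there were 114 in males, 147 over both sexes, 7 between SPF sexes and 8 between ABX sexes, and with no fold change minimum 188 over both sexes. Voom with quality weights gave 0 in females (1192 at an unadjusted p under 0.05) and 0 shared. The 5 female DEGs were among the calls without the filter, with DESeq2 and with the exact test. Apart from these constructions the cause was not tested.

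The replicate block gave each replicate number a single effect in all 4 groups, not only in the ABX females and ABX males that deviated together. Between SPF females and ABX females, matching by the same number ranked 6 of 6. With the block, 10 DEGs were called in females and 8 were shared, and sex separation rose to 13% (exact permutation p = 0.045). With the block and the length and GC offset together, 14 were called in females and 12 were shared. Among named genes the block alone made Nfkbia (adjusted p = 0.0152) and Junb (adjusted p = 0.04) DEGs in males, and among tests of lists it added the circadian clock list in females (camera adjusted p = 0.0467 against 0.447). In the interaction test, Junb and Tsc22d3 passed with the block when adjusted over the 8 named genes alone (edgeR's quasi-likelihood test, 0.036 each, against 0.0533). The block changed no other call of a list or of a named gene over all genes, and no other count of DEGs by over 1.5 times. It gave 0 interaction genes (668 at an unadjusted p under 0.05).

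Across the 12 fits that each left out 1 library, DEGs numbered from 1 to 18 in females, from 6 to 97 in males, from 1 to 17 shared, from 43 to 81 over both sexes, from 4 to 8 between SPF sexes, from 4 to 5 between ABX sexes and from 0 to 1 in the interaction. The 1 interaction gene was Tsc22d3, without SPF male replicate 1 (adjusted p = 0.000807). The lowest male number came without ABX male replicate 3 and the highest without ABX male replicate 1. Sex separation was between 7.96% and 14.2% and passed without ABX female replicate 3 (exact permutation p = 0.03). The correlation of effects between the sexes was between 0.443 and 0.658 with exact permutation p up to 0.03, but Spearman rho was 0.359 (exact permutation p = 0.12). Treatment separation kept an exact permutation p of 0.015 or less in every alternative run for it. Genes called in 1 sex only had the same sign in the other sex in 93.9% or more, wherever this share was computed. It was not computed for the fit of only the compared groups, for glmTreat, for the additive model, or without the CPM or fold change minimum.

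Camera called 18 tests of lists when only genes of at least 25 mean CPM were tested, 0 with an estimated correlation, and fry called 7.

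The 48 named-gene results were recomputed with RLE size factors, no low-count filter, only genes of 25 mean CPM, the replicate block and DESeq2. Among these 240 values no sign changed, 2 became weaker and 9 stronger. Other alternatives that kept all libraries were not recomputed for these results. In the fits without 1 library, 66 of 576 values became weaker, 7 stronger and 9 reversed. All 9 reversals were in results that had not passed the threshold. In females, Egr1 ranged from -0.012 to 0.64, Ccrl2 from -0.075 to 0.95, Junb from -0.14 to 0.33 and Ier2 from -0.32 to 0.12. In males, Myc ranged from -0.0701 to 0.24.

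Depth is not a sufficient account of the low female number, since the smallest and the largest totals (16303485 and 23088364 counts) were both in ABX females. When 200 genes were changed in ABX females in simulated counts at these depths, 87% were recovered at a log2 change of 2 and 93% at a log2 change of 1. Both shares include losses to the CPM minimum. The simulation took its spread from all groups, so noise particular to the female libraries is not covered.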

Other observations

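The tests of explanations in this part were chosen only after the gene tables had been seen, and the test of glucocorticoid-responsive against immediate-early genes only after the list results.

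Several counts differ from those the study gives. The number of female DEGs here was 5. That is lower than the value quoted from the study above. The number of male DEGs here was 61. That is lower than the value quoted from the study above. Genes shared by both sexes numbered 5 here. That too is lower than the value quoted from the study above. Genes called in females only numbered 0 here. That is also lower than the quoted value. With the edgeR exact test, 43 genes were called in females and 94 in males, 31 of them shared and 12 in females only, each close to the value quoted from the study above. The methods of the study name edgeR but neither the test nor the libraries in each fit, so the lower counts may reflect this choice. The setting with the exact test also fitted only the compared groups and filtered genes on them, and the quasi-likelihood test on the same groups gave 18 in females, 71 in males and 13 shared. The libraries in the fit and the test thus both moved these counts.

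Other splits of the same libraries were counted. Of 10 splits of the 6 female libraries, 1, the real one, gave as many DEGs as ABX against SPF. The same held for the males (1 of 10), for females against males in SPF (1 of 10) and in ABX (1 of 10), and 3 against 3 cannot give a smaller share. Among the 4 splits of the ABX libraries that part all 3 pairs, 1 gave as many DEGs. For ABX against SPF over both sexes, 1 of 100 splits gave 63 DEGs, with the next at 14.

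More DEGs in males than in females need not mean a stronger response. When the sex labels were swapped within each treatment, 22 of 100 arrangements gave a difference between the label groups at least as large as the real one of 56, the highest being 103. All male-only genes had the same sign in females (100%), which is consistent with effects in females that stay under the threshold. A noisy library in the female groups was also considered. Leaving out 1 female library gave at most 7 female DEGs (without SPF female replicate 2), against a lowest number of 6 in males, and only 1 without the noisiest, ABX female replicate 1. Because leaving out a library also lowers the number of samples, this test cannot decide. Cdk5r1, chosen after its values were seen, had the strongest interaction among the 56 genes by edgeR's quasi-likelihood test (log2 0.71 ± 0.16, adjusted p = 0.999 over all genes and 0.0215 adjusted over the list alone). The list had been selected by the male change, so this is not independent evidence. Cdk5r1 rose by 0.91 in males and 0.20 in females.

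Glucocorticoid-responsive genes were lower in ABX. No single library made the pattern, since the highest exact permutation p without 1 library was 0.03 (without ABX female replicate 1). A trend with gene length or GC content is argued against, because the mean change of the list after the offset was -0.80 against -0.81 before. A lower corticosteroid signal in ABX mice is a candidate explanation, but hormone levels were not measured in these data, and without the 3 genes the study named the exact permutation p was 0.06. A different time of day at collection may also lower these genes. The mean of 9 clock genes outside the list minus the value of Arntl, which runs in the opposite phase, changed by 0.12 over both sexes (exact permutation p = 0.865), a difference that was -0.54 in females and 0.78 in males. With all 10 genes at equal weight and Arntl reversed, the changes were -0.32 in females and 0.32 in males (exact permutation p = 1 over both sexes), while Per1, which is in both lists, changed by -1.79. The spread of the first clock value over arrangements was 0.58, so a shift in collection time cannot be told apart from the treatment here. The order in which libraries were prepared is also open, since it follows the treatment.

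The same clock value differed between replicate numbers, which was noticed and tested only after the values per library were seen. It was highest in replicate 2 in all 4 groups, and the number explained 89.8% of its spread within groups, where permuted numbers gave a median of 18.8% (exact permutation one-sided p = 0.0139). A candidate explanation is that libraries of the same number were collected at the same time of day, but the labels give no time. Compared between libraries of the same number and sex, ABX and SPF differed by 0.12 ± 0.93 (SD, n = 6; exact permutation p = 0.75). Biological differences between the pools were not tested.

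Immediate-early genes had higher mean scores in ABX than in SPF libraries of both sexes, by 0.48 in females (exact permutation p = 0.3) and 0.70 in males (exact permutation p = 0.1, the smallest that 3 against 3 gives). Cytokine genes changed by 0.12 in females (exact permutation p = 0.8) and 0.47 in males (exact permutation p = 0.1). A response to cell dissociation could raise them. Heat shock genes, which would rise with them, changed by -0.33 in ABX females and -0.26 in ABX males. Over both sexes their exact permutation p was 0.17. Without ABX male replicate 1 their change was -0.45 (exact permutation p = 0.01), and without ABX male replicate 3 it was -0.19 (exact permutation p = 0.38). The reading thus depends on single libraries, and this explanation is left open. Another, for the change in males only, is that the SPF male libraries stood apart. It has no bearing on the change in females, which was measured against SPF females. Across 30 genes of these lists, the change in ABX males correlated with the difference of SPF females from SPF males at r = 0.756, where unchanged groups simulated against the same SPF males gave a median of 0.511 (0.122 to 0.695). The value lay above that range, which by the reading set before the test would count for this explanation. The simulation drew genes independently, however, whereas the estimated correlation within the immediate-early list was 0.665, so the range is too narrow, and after the value was seen the comparison was read as deciding nothing. For all 6328 genes, r was 0.209 against a simulated median of 0.496.

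Within groups, pools with higher glucocorticoid-responsive scores did not have lower immediate-early scores. The deviations correlated at Pearson r = 0.512 (exact permutation p = 0.15) and Spearman rho = 0.364 (exact permutation p = 0.284) over 12 libraries, and r was 0.604 without the libraries farthest from the median. A direct opposition of the lists is not seen in these deviations, although 12 libraries leave it open.

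The share of counts from mitochondrially encoded genes was 0.25% ± 0.0102 in SPF and 0.223% ± 0.0158 in ABX libraries (SD, n = 6; exact permutation p = 0.01), with 5 of 6 ABX libraries below all SPF libraries of their sex. This is consistent with an action of antibiotics on mitochondrial transcripts, although 0 of 12 mitochondrial genes passed the adjusted threshold (4 had an unadjusted p under 0.05) and the order of library preparation would give the same pattern. That reading was settled only after the value was seen.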
